A study of Homo sapiens with 6 samples. Its data were reported in "Elevated Expression of AKR1C3 Increases Resistance of Cancer Cells to Ionizing Radiation via Modulation of Oxidative Stress" (2014).

How the data were processed

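RNA from KY170 and KY170R cells was measured on Illumina Human-6 V3 bead arrays. KY170 is a human esophageal squamous cancer line (kyse170 in the labels) and KY170R is its radioresistant derivative, obtained by repeated fractionated irradiation. Cells of each line were collected at 0, 8 and 24 h after irradiation with a linear accelerator, and 1 array is held for each line and time point, so that the 6 arrays form 6 groups of 1. The radiation dose behind the time points is not given in the sources used here. The methods state that profiling was run in triplicate, and whether each column pools such repeats is not given. The arrays of the second line pair described by the study, TE13 and TE13R, were not analysed here.

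The deposited values are probe intensities on a linear scale, produced by the authors with Illumina BeadStudio (the version is not given in the sources used here). The values had been background-subtracted before deposit: between 29.896 and 29.928% of the values of each array were below 0. They had also been normalized between arrays, since the medians lay between 6.458 and 6.470 on all 6 arrays and, above the median, the sorted values of the 6 arrays differed by 0.242% in the median. The normalization method and any filter are not given. No detection p-values were used here. The arrays carried 48803 probes. The platform annotation supplied with the data gave 1 gene symbol to 27578 probes, several to 13 and none to 21212, and probes with several or none were left unnamed. Of the named probes, 27541 had an Entrez identifier found in a RefSeq gene table of assembly GRCh38.p14, which was used only for current names, for gene span and for which genes neighbour each other. No genome build belongs to the array values, so no coordinates are given. No value column was left unused.

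Values were used as deposited, raised to a floor of 1 (the planned floor was the pooled 25th percentile, never below 1), and turned into log2. Probes whose mean log2 value over the 6 arrays lay in the upper 50% were tested, which left 24401 probes and 12481 named genes. The test was limma (lmFit and eBayes, two-sided), with time point as a 3-level factor and line as a 2-level factor, so that each KY170R array was set against the KY170 array of the same time point. Benjamini-Hochberg adjusted p-values under 0.05 were called. The spread was estimated on 2 residual degrees of freedom plus 1.92 prior degrees of freedom from moderation, and it holds array noise together with any real difference between the lines in their course over time. The labels do not say that arrays came from separate cultures, so p-values measure the spread between these arrays only.

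The fit above gives one prior variance to all probes, although probes near background were far noisier on the log2 scale. A second fit, limma with a trended and robust prior variance, lets the prior depend on the mean level and is called the trended fit in the text. Both were fixed before the data were examined, as were the other alternatives. These were floors at the 10th and 50th percentile, quantile normalization, median centring, no filter, the upper 30% of probes and a minimum 1.5-fold change. They also included models without the time or line term, the methods' t-test, a paired test without moderation and each time point left out. The methods name that t-test for group means in general. For calling genes on the arrays they name a score of the Illumina software, which was not computed here. Simulated arrays held the real means and 200 changed probes. Their noise was normal, with a spread set by the mean level alone, which is close to what the trended fit assumes. On them the planned fit recovered 0 of 66 probes changed 8-fold between the lines. The trended fit recovered 74.2% of these, 50.7% of those changed 4-fold and 17.9% of those changed 2-fold. It made 2 false calls among 24201 unchanged probes. The simulation thus favoured the trended fit and does not show how often that fit errs on the real arrays. For the 8 h comparison the planned fit recovered 0 of 66 probes changed 8-fold, and the trended fit recovered 65.2%. Calls of the trended fit are given beside those of the planned fit, and the choice to give them this place was made after the data were seen.

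Gene lists were fixed at the same stage: 31 lists with 847 entries, of which 770 matched a gene on the array. Each gene was represented by its brightest tested probe. Lists were tested with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 31 lists, and again with fry and with an estimated correlation. The difference between the lines in their change after 0 h was tested with line, time (0 h against both later times) and their interaction, which leaves 2 residual degrees of freedom. On simulated arrays camera called the 1 list of 31 that had been shifted and 0 others. The genes of these simulated lists varied independently of each other. The result therefore does not show how often camera calls unshifted lists whose genes vary together. The genes named in the text followed a rule fixed beforehand. AKR1C1 to AKR1C4 were always named. For the line comparison the 12 genes with the largest positive and the 12 with the largest negative log2 difference were taken among called probes with the same sign at all 3 time points. For each time comparison 6 genes per direction with the same sign in both lines were taken. Where fewer were called, the largest differences among tested probes filled the places. Uncharacterised LOC, open reading frame and KIAA names were passed over, 1 probe stood for each gene, and up to 4 members of a gene list were named by the size of their difference. Applied to the trended fit, the rule named the same 24 genes for the line comparison and the same 12 genes for each time comparison.

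The size of the lowest value on any array, 24.5 intensity units, served as the background limit. Between 15742 and 15748 probes (32.3%) of each array lay above it. Where all arrays of 1 group lay under that limit, the fold is given as a lower bound: the mean log2 value of the brighter group against the limit. A test result given beside a bound belongs to the log2 difference with the floor at 1, not to the bound. Values at the floor are equal, so a group held there adds no spread of its own to such a test. The number of arrays limits the precision of every value. Values at single time points have no replicate and carry no test. A named gene's measured intensities are listed in the order 0, 8 and 24 h. Computations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.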

Results

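Gene expression was profiled in the esophageal squamous cancer line KY170 and in its radioresistant derivative KY170R, at 0, 8 and 24 h after irradiation. The sources place the first arrays 0 h after irradiation but the first samples of the RT-PCR on these lines before it, so whether the cells of the 0 h arrays had been irradiated stays open. Each of the 6 combinations of line and time point was represented by 1 array of 48803 probes, and 24401 probes were tested. The deposited values had been normalized between arrays, which fixed their mean intensity (432.5 to 434.6) and the share of probes above the background limit of 24.5 (32.3%), so neither describes the signal of a single array. Arrays of both lines at the same time point correlated at r = 0.935, 0.953 and 0.943 (0, 8 and 24 h, Pearson, across probes, which are not independent replicates). The 0 h arrays stood apart from the others: within a line they correlated at r = 0.870 to 0.903 with the later arrays, while the 8 and 24 h arrays correlated at 0.937 in KY170 and 0.933 in KY170R. The first principal component held 45.0% of the variance and placed the 0 h arrays at -108.7 and -148.6, against 46.8 to 83.5 for the other 4.

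The study asked which genes distinguish the resistant line from its parental line, and AKR1C3, an aldo-keto reductase that acts on steroids and prostaglandins, was its main gene. The probe of AKR1C3 (ILMN_1713124) was brighter in KY170R at all 3 time points. Its intensities were 2059, 547 and 1096 in KY170 and 6501, 3402 and 8805 in KY170R, ratios of 3.16, 6.22 and 8.03. The mean log2 difference was 2.43 ± 0.70 (SD over 3 time points, SE 0.35), a 5.40-fold difference. In the planned limma fit this did not pass (adjusted p = 0.356), while it passed in the trended fit (adjusted p = 5.4e-04) and among the upper 30% of probes (adjusted p = 0.0470). The brightest probe of its close paralog AKR1C2 (ILMN_2412336) had intensities of 4509, 1851 and 2655 in KY170 and 18055, 11333 and 20321 in KY170R, a log2 difference of 2.52 ± 0.47 (SD over 3 time points; adjusted p = 0.318 in the planned fit and 5.0e-05 in the trended fit). The other 4 probes annotated to AKR1C2 were under the background limit except 1 of them, at 213.8 on the 24 h array of KY170R. The AKR1C1 probe was below 0 on all 6 arrays and the AKR1C4 probe stayed between 6.2 and 14.6, so no fold is given for either. Sequences of this family are very similar, and which of its RNAs each probe read is uncertain.

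**Figure D1:**
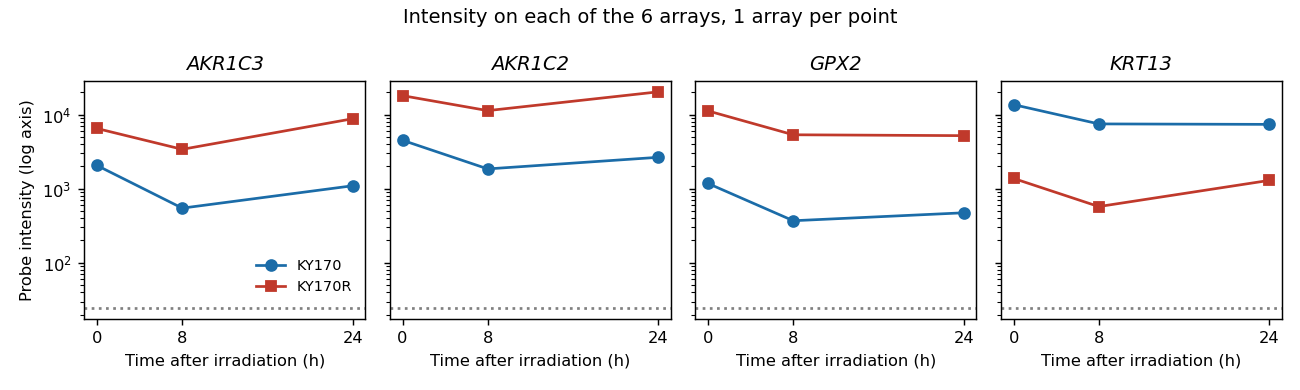
Probe intensity (log axis) against time after irradiation in hours for AKR1C3, AKR1C2, GPX2 and KRT13, with KY170 as circles and KY170R as squares, 1 array per point and no error bars, and with the background limit of 24.5 as a dotted line. KY170R lies above KY170 at all 3 time points for the first 3 genes (AKR1C3, 6501 against 2059 at 0 h) and below it for KRT13 (1377 against 13654 at 0 h).

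Several genes were readily measured in one line and at background in the other. SNURF and SNRPN, imprinted genes that share a transcript, were at background in KY170R by the 3 of their 6 probes that were above the limit on all KY170 arrays. A second SNURF probe (ILMN_2294442) lay near the limit in both lines, at 26.8, 17.6 and 1.6 in KY170 and 24.8, 27.7 and 21.7 in KY170R. The SNURF probe read 740.5, 581.4 and 657.5 in KY170 and was below 0 on every KY170R array, at least 26.8-fold lower (adjusted p = 0.0456 in the planned fit). SNRPN read 757.1, 866.3 and 883.8 against at most 4.0, at least 34.0-fold lower (adjusted p = 0.123). IAH1, an esterase-like hydrolase gene, was at least 15.6-fold lower, TSPYL5 at least 5.35-fold lower, LAMA4, a laminin chain of the basement membrane, at least 5.24-fold lower, and LIX1L at least 4.26-fold lower. For VLDLR, a lipoprotein receptor, MOCS1, TGM2, a transglutaminase, PRICKLE1 and KLK5, a skin protease, the bounds were 3.91, 2.93, 2.36, 2.15 and 1.60-fold lower. TGM2 and KLK5 were above the limit on 2 of the 3 KY170 arrays. A second MOCS1 probe did not share the difference (log2 difference of -0.02, above the limit on all arrays). MB, which encodes myoglobin, read 82.8, 37.1 and 38.7 in KY170 and at most 0.2 in KY170R, and a brighter MB probe read 1142, 451.4 and 248.4 against 102.4, 29.1 and 45.6. In the other direction, the bounds were at least 7.93-fold higher for LRP3, 7.66-fold for PKIA, a protein kinase A inhibitor, 6.86-fold for YBX2 and 6.80-fold for SPP1, which encodes the secreted protein osteopontin. They were 4.18-fold for MCTP1, 3.46-fold for RTP3, 2.88-fold for PPP2R2C, 2.70-fold for the peptide gene UTS2, 2.67-fold for TSPAN7, 2.66-fold for ADD2 and 2.07-fold for NCKAP1L. MPP1, above the limit on 1 of the 3 KY170 arrays, read 24.5, -2.8 and -0.7 in KY170 and 169.4, 40.6 and 69.0 in KY170R. A second probe showed the difference for SPP1, TSPAN7, UTS2 and PPP2R2C. That of SPP1 read 2.8, 3.1 and 6.8 in KY170 and 189, 157.3 and 300.4 in KY170R. That of TSPAN7 read -2.9, -9.7 and -11.4 in KY170 and 108.4, 52.8 and 45.5 in KY170R. That of UTS2 read -8.8, 1.7 and -10.8 in KY170 and 75.1, 42.7 and 56.4 in KY170R. That of PPP2R2C read 25.8, 0.6 and 21.4 in KY170 and 168.2, 105.4 and 173.1 in KY170R, but another PPP2R2C probe lay near or under the limit in both lines. The other probes of ADD2, MCTP1, LAMA4 and VLDLR were under the limit on all arrays of both lines and did not show the difference.

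All 24 of these genes passed the trended fit, with adjusted p from 3.2e-06 (SNURF) to 0.0253 (PKIA), and SNURF alone passed the planned fit. These p-values belong to the differences with the floor at 1, not to the bounds. For SNURF, IAH1, MB, KLK5, RTP3, UTS2, TSPAN7 and NCKAP1L every array of the dimmer line was at that floor. The noise of that line is therefore missing from the spread of these probes. The floor also sets the size of the difference: for SNURF it was -9.36 (log2) with the floor at 1 and -4.74 with the floor at the background limit. In all, the planned limma fit called 1 probe (0 higher and 1 lower in KY170R) with 2325 probes at an unadjusted p under 0.05, and the trended fit called 444 probes of 349 genes, 244 higher and 200 lower. The trended fit called 362 probes with the 0 h arrays left out, 283 of them among the 444. Without a model, 288 probes were at least 2-fold higher and 248 at least 2-fold lower in KY170R at all 3 time points, and 289 of these 536 were above the background limit on all 3 arrays of at least 1 line. The total of 536 compares with 143 to 156 when the line labels were swapped at 1 time point. With the floor at the background limit, a setting chosen after the data were seen, it was 196 (108 higher and 88 lower), against 0 to 4 with swapped labels.

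Among gene lists, the interferon response, NRF2 targets, NF-kB and inflammatory cytokines, antigen presentation, AKR1C family, basal squamous epithelium and G2/M lists were called, all higher in KY170R, by camera with its preset correlation. None of the 7 held with an estimated correlation (adjusted p = 0.554 for 6 of them and 0.778 for G2/M), which rests on 2 residual degrees of freedom, nor with fry (adjusted p from 0.0650 to 0.546).

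NRF2 targets, genes of the response to oxidative and electrophilic stress, had a median log2 difference of 0.36, with 25 of 28 members higher (camera adjusted p = 1.2e-07, or 0.554 with an estimated correlation). In the trended fit 9 rose, 0 fell and 19 did not pass, or 13 rose when adjusted over the list alone. The planned fit called 0, or 8 when adjusted over the list alone. GPX2, a glutathione peroxidase, rose 11.5-fold (log2 difference 3.52 ± 0.31, SD over 3 time points; adjusted p = 5.1e-06, trended fit), from 1176.7, 369.6 and 473.1 to 11230.3, 5348 and 5205.8. The aldo-keto reductase AKR1B10, the cytochrome P450 gene CYP4F11 and the aldehyde dehydrogenase ALDH3A1 rose by log2 differences of 3.22, 3.01 and 2.53 (trended fit). AKR1B10 was above the background limit on 1 of the 3 KY170 arrays, and its difference was 1.77 with the floor at that limit. The list shares 3 members with the AKR1C family list, which holds the gene the study chose on these lines, so the latter is not independent evidence (2 of 3 tested members rose in the trended fit, median log2 difference 2.43, camera adjusted p = 0.0028, or 0.554 with an estimated correlation). The antioxidant enzymes list was not called (median log2 difference 0.07, adjusted p = 0.197), and GPX2 was its 1 member that rose in the trended fit, of 22.

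Interferon response genes had the smallest adjusted p of the 31 lists (2.4e-08, or 0.554 with an estimated correlation), with 26 of 30 members higher and a median log2 difference of 0.98. In the trended fit 9 rose, 0 fell and 21 did not pass (22 rose and 1 fell when adjusted over the list alone), and the planned fit called 0 (1 rose when adjusted over the list alone). The 4 members with the largest differences were near background or varied between time points: IFI44L (log2 difference 3.59 ± 2.81), OAS2 (2.55 ± 3.54), IFI27 (2.48 ± 2.03) and IRF7 (2.08 ± 1.60, SD over 3 time points each), none past the trended fit. PSMB9, an immunoproteasome subunit picked out after its values were seen, rose by 1.97 ± 0.09 (adjusted p = 3.7e-04, trended fit). Antigen presentation genes had 9 of 11 members higher (median 0.57, adjusted p = 2.3e-04, or 0.554 with an estimated correlation). Of these 3 rose, 0 fell and 8 did not pass in the trended fit (5 when adjusted over the list alone), and the planned fit called 0 (4 when adjusted over the list alone). HLA-B, a class I histocompatibility gene, rose from 459.2, 266.9 and 333.8 to 2207.4, 1960.6 and 1682.8 (log2 difference 2.49 ± 0.34, adjusted p = 1.3e-04, trended fit). The peptide transporter TAP1 rose by 1.20 and HLA-F by 1.10 (trended fit), while HLA-C, above the limit on 1 of the 3 KY170 arrays, differed by 1.21 without passing. Of the NF-kB and cytokine genes 18 of 21 were higher (median 0.78, adjusted p = 6.4e-07, or 0.554 with an estimated correlation). Of the 21, 4 rose, 0 fell and 17 did not pass in the trended fit (10 when adjusted over the list alone; the planned fit called 0, or 3 when adjusted over the list alone). The cytokine IL32 rose 13.2-fold, from 79.5, 20.5 and 22.6 to 966.3, 322.5 and 274.6 (adjusted p = 5.4e-05, trended fit), and the acute phase gene SAA1 rose by 1.67, with 1 and 2 of the 3 KY170 arrays above the limit, while the cytokines IL1A and CXCL8 differed by 2.01 ± 1.56 and 1.78 ± 1.21 and did not pass.

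Keratins and other epithelial genes moved in both directions. Of the basal squamous epithelium genes 13 of 17 were higher (median 0.50, adjusted p = 0.0028, or 0.554 with an estimated correlation). In the trended fit 4 rose and 1 fell (6 and 1 when adjusted over the list alone), 12 did not pass, and the planned fit called 0 (1 when adjusted over the list alone). KRT14 rose by 3.43, the desmosomal cadherin DSG3 by 1.13 and the laminin chain LAMB3 2.84-fold, whereas KRT5, the usual partner of KRT14, fell by 1.74 (trended fit). KRT14 was above the background limit on 1 of the 3 KY170 arrays, and its difference was 2.51 with the floor at that limit. The list of squamous differentiation genes and stress keratins was not called (adjusted p = 0.882). Within it KRT13, a keratin of the differentiated layers of esophageal epithelium, fell 9.04-fold, from 13654, 7498 and 7391 to 1377, 574 and 1295 (adjusted p = 5.0e-05), and S100A8 rose by 2.50 (adjusted p = 0.0052, both trended fit), with 1 of the 3 KY170 arrays above the limit and a difference of 1.83 with the floor there. G2/M genes differed little, with 36 of 43 higher but a median of 0.16, and no member passed either fit (adjusted p of the list = 0.0113, or 0.778 with an estimated correlation).

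The other 22 lists were not called, with adjusted p from 0.0950 (apoptosis regulators) to 0.989 (reference genes). They included p53 targets (0.230), double-strand break repair (0.421), G1/S and DNA replication (0.138), ATF4 and unfolded protein response (0.373), oxidative phosphorylation (0.230), ribosomal proteins (0.519), glutathione synthesis and transferases (0.989), other aldo-keto reductases (0.912), prostaglandin and steroid metabolism (0.106), EGFR and MAPK signalling (0.106), and simple epithelium and junctions (0.184). Hypoxia and glycolysis (0.718), heat shock proteins (0.636), cholesterol biosynthesis (0.559), ABC drug transporters (0.722), TGF-beta and Wnt targets (0.912) and cancer-testis antigens (0.722) were not called either. Nor were markers of other cell types, namely mesenchymal and fibroblast (0.722), endothelium (0.722) and immune cells (0.422).

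**Figure D2:**
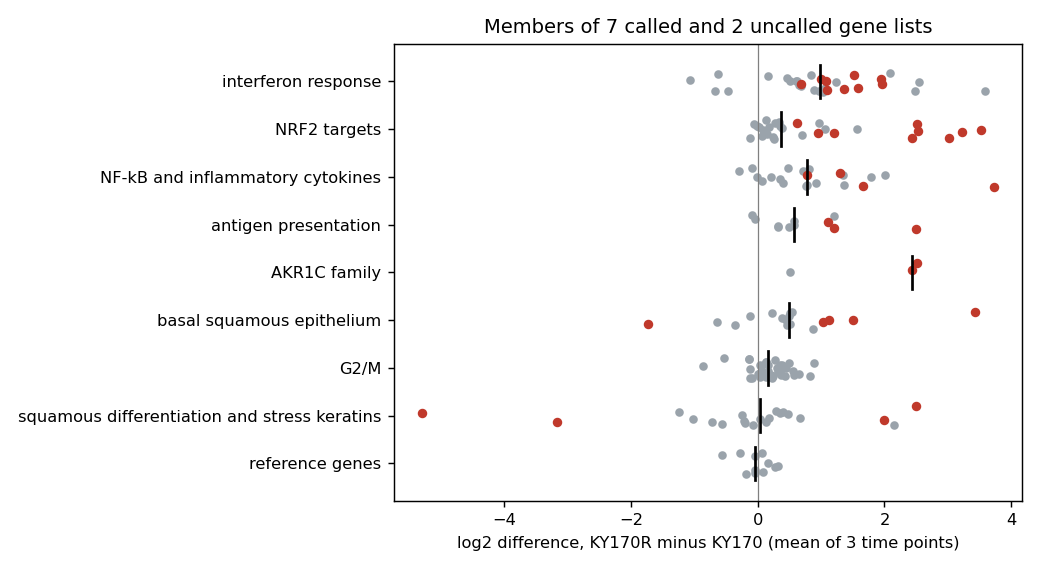
Each point is 1 gene placed by its log2 difference, KY170R minus KY170, as the mean of 3 time points (horizontal axis), in 7 called gene lists and 2 uncalled ones (vertical axis, jittered); red points passed the trended fit, and the black bar is the list median. The medians run from 0.16 (G2/M) to 2.43 (AKR1C family) in the called lists and lie at 0.04 and -0.04 in the squamous differentiation and reference gene lists.

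The second question was how expression differed between 0 h and the later times, averaged over both lines. Unirradiated cells were not measured at 8 or 24 h, so these differences cannot be assigned to irradiation. RSRP1 rose from at most 11.3 at 0 h to 323.3 in KY170 and 406.9 in KY170R at 8 h, at least 14.8-fold higher, and read 432.9 and 449.7 at 24 h (adjusted p = 0.0033 and 0.0022, trended fit). MIA2, WDR33, a polyadenylation factor, ZHX1, FRG1HP and LRCH3 rose from under the background limit by at least 3.01 to 5.75-fold at 8 h and by at least 3.31 to 6.91-fold at 24 h (trended fit). ATOH8, a transcription factor gene, fell from 158.9 and 287.3 to -0.5 and 1.8 at 8 h (at least 8.71-fold lower). MAG, SYT17, SPC25, a kinetochore component, EPOR, the erythropoietin receptor gene, and SLC2A12, a sugar transporter gene, fell by at least 6.00, 4.93, 4.99, 4.20 and 4.02-fold at 8 h (trended fit). SYT17 and SLC2A12 were back above the background limit in both lines at 24 h (80.1 and 70.5, 127.7 and 219.4). At 24 h MAFF, a small Maf transcription factor gene, fell from 165.8 and 178.7 to 0.7 and -2.7 (at least 7.02-fold lower). FUT6, a fucosyltransferase gene, ACSS2, an acetyl-CoA synthetase gene, FAM110D, KRT33B and GRIP2 fell by at least 4.56, 2.78, 1.82, 1.60 and 1.25-fold (trended fit). FAM110D was above the limit on 1 of the 2 arrays at 0 h.

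None of these time changes passed the planned limma fit, which called 0 probes at 8 h (smallest adjusted p = 0.0541, 7457 probes at an unadjusted p under 0.05) and 0 at 24 h (smallest adjusted p = 0.0507, 9219 probes). The trended fit called 7106 probes at 8 h, 3719 higher and 3387 lower, and 8915 at 24 h, 4679 higher and 4236 lower. At both times 5383 probes were called in the same direction and 24 in opposite directions, where independent lists would share 1301. Both comparisons use the same 0 h arrays, so part of this excess may come from them. Their log2 changes correlated at r = 0.750 across probes against 0.499 in simulations without any effect, with a covariance of 1.32 against 0.236. Between 24 and 8 h the trended fit called 1590 probes, a contrast added after the data were seen.

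Genes of double-strand break repair and of G2/M were higher at 24 h. In the repair list the median log2 change was 1.10, with 23 of 29 genes higher (camera adjusted p = 0.0037, or 0.975 with an estimated correlation). Of the 29, 16 rose, 4 fell and 9 did not pass in the trended fit (17 and 5 when adjusted over the list alone), and the planned fit called 0 (16 and 2 when adjusted over the list alone). The DNA damage kinase gene ATM rose from 93.2 and 85.8 to 479.8 and 470.9 (log2 change 2.41 ± 0.07, SD over 2 lines, adjusted p = 1.9e-04), RAD54B rose by 2.17, BARD1 by 2.17 and MRE11 by 2.01 (trended fit). G2/M genes had a median of 0.99 (0.90 with 1 gene at its bound), with 33 of 43 higher (adjusted p = 0.0012, or 0.975 with an estimated correlation). Of the 43, 23 rose, 2 fell and 18 did not pass in the trended fit (23 and 3 when adjusted over the list alone), and the planned fit called 0 (16 and 0 when adjusted over the list alone). HMMR rose from 539.6 and 613.1 to 2987.2 and 5068.9 (log2 change 2.76 ± 0.41, adjusted p = 8.0e-05), NUF2, above the limit on 1 of the 2 arrays at 0 h, by 3.33, TTK by 2.20 and CENPE by 2.20 (trended fit). Of these lists fry called the repair list (adjusted p = 0.0191) and did not call G2/M (0.0829). Reference genes were also higher at 24 h, 10 of 11, with a median of 0.51, while the median of all tested probes was -0.12. In the trended fit 6 of them rose and 0 fell. Their list did not pass camera (adjusted p = 0.0988) but passed fry (0.0261). It also passed camera with trended variance (0.0205), as did the repair (0.0066) and G2/M (2.4e-04) lists. At 24 h fry called 8 lists, 2 higher (the repair and reference lists) and 6 lower.

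At 8 h the interferon response and NF-kB lists were lower in the average of both lines (camera adjusted p = 0.0475 for each, or 0.770 for each with an estimated correlation). The interferon median at 8 h was -1.39 in KY170 and 0.09 in KY170R, and the NF-kB median was -0.95 and -0.87. In a test of the difference between the lines, which took both later times together, neither list was called (camera adjusted p = 0.281 and 0.571). Of the interferon genes 25 of 30 were lower (median -0.69). Of the 30, 11 fell, 0 rose and 19 did not pass in the trended fit (12 fell and 1 rose when adjusted over the list alone; in the planned fit 0, or 9 fell when adjusted over the list alone). OASL fell from 753.3 and 1304.9 to 97.6 and 301.5, MX1, above the limit on 1 of the 2 arrays at 8 h, by 2.20 and the transcription factor IRF1 by 2.11 on the log2 scale (trended fit), while OAS2 differed by -1.97 ± 4.63 (SD over 2 lines; -5.24 in KY170 and 1.30 in KY170R), did not pass, and was on the other side of 0 with the floor at the background limit (0.34). Of the NF-kB and cytokine genes 17 of 21 were lower (median -0.80). Of the 21, 10 fell, 2 rose and 9 did not pass in the trended fit (12 and 2 when adjusted over the list alone; in the planned fit 0, or 7 fell when adjusted over the list alone). CXCL1, above the limit at 0 h in KY170R (79.1) but not in KY170 (24.2), fell at least 1.78-fold (trended fit). TNFAIP2 fell by 2.20 and the cytokine IL1B by 2.17 on the log2 scale (trended fit), and CXCL8 changed by -1.78 without passing. Neither list held with fry (adjusted p = 0.180 for interferon response and 0.0767 for NF-kB). Histone genes and other RNAs without a poly(A) tail, a list written after the data were seen, had a median of -0.69 over 39 genes at 8 h (1 rose and 7 fell in the trended fit). The p53 target list was not called at either time (adjusted p = 0.909 at 8 h and 0.912 at 24 h). The other lists had adjusted p from 0.121 to 0.943 at 8 h and from 0.0988 to 0.975 at 24 h.

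**Figure D3:**
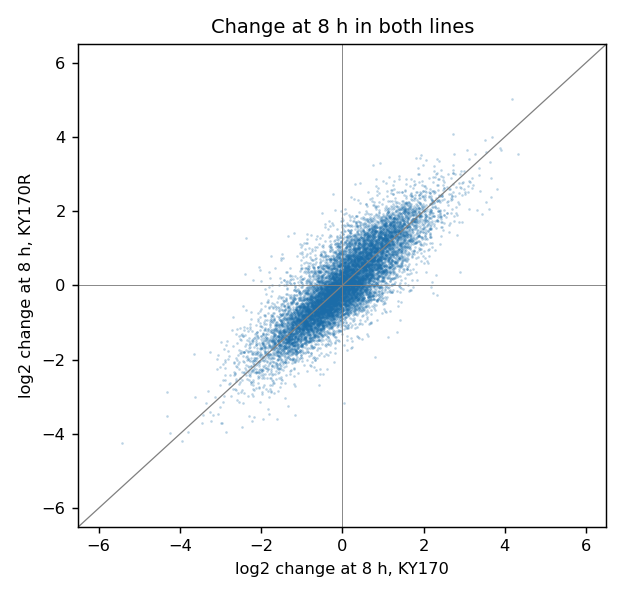
Each point is 1 of 12565 probes above the background limit on all 6 arrays, placed by its log2 change from 0 to 8 h in KY170 (horizontal axis) and in KY170R (vertical axis), 1 array against 1 in each line; the diagonal marks equal change. The changes of both lines correlated at r = 0.846 across probes.

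The last question was whether the lines changed differently after 0 h. Genes of ATF4 and the unfolded protein response, which serve amino acid supply and protein folding in the endoplasmic reticulum, differed most: in 24 of 27 the change after 0 h was higher in KY170R than in KY170, by a median of 0.97 (log2). HSPA5, a chaperone of the endoplasmic reticulum, read 1664.5, 835.9 and 376.9 in KY170 and 367.6, 787.4 and 4760.2 in KY170R, and the stress transcription factor gene DDIT3 read 922.3, 351.1 and 375.4 against 356.5, 356.3 and 2253.9, both picked out after their values were seen. The line difference of the list was -0.91 in the median at 0 h, -0.09 at 8 h and 0.27 at 24 h. The list was called by camera (adjusted p = 0.0065, 1 of 31 lists) but not with an estimated correlation (adjusted p = 0.982) or by fry (0.979), and none of its members passed the planned or the trended fit. The test was limma with the interaction of line and time, 0 h against both later times. It was added after the data were seen, and it treats the 8 and 24 h arrays of a line as repeats, so that its spread includes any change between them. It called 0 probes in the planned fit (1213 at an unadjusted p under 0.05, smallest adjusted p = 0.761) and 0 in the trended fit (601). For AKR1C3 the difference was 1.16 with an SE of 0.94 (adjusted p = 0.999, trended fit). On simulated arrays the trended fit recovered 13.6% of probes whose change differed 8-fold and the planned fit 0, so that few such differences could be found with these arrays.

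Across the 24401 tested probes, which are not independent replicates, the 8 h change in KY170 correlated with that in KY170R at r = 0.558, and the 24 h changes at r = 0.564. Over the 12565 probes above the background limit on all arrays the values were 0.846 and 0.825. AKR1C3 was at 0.266 times its 0 h intensity at 8 h in KY170 and at 0.523 times in KY170R, and at 0.532 and 1.35 times at 24 h. The difference between the lines was less alike across time: over the same 12565 probes it correlated at r = 0.428 between 0 and 8 h, 0.237 between 0 and 24 h and 0.430 between 8 and 24 h.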

Values the study reported

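The study reported over 900 genes as differing between the resistant and parental lines of both pairs. Its methods called array genes by a score of the Illumina software. That score was not computed here, so the counts given above follow other rules. By RT-PCR, it gave an increase of about 10-fold in AKR1C3 mRNA in the resistant lines of both pairs relative to their parental cells.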

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

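The medians of 4 gene lists moved in opposite directions after 0 h in the 2 lines, out of 31 lists and 44 named genes examined. A test of the difference between the lines, chosen after the data were seen and taking both later times together, called none of the 4 (camera adjusted p = 0.571 for p53 targets, 0.735 for apoptosis regulators, 0.571 for TGF-beta and Wnt targets and 0.185 for cancer-testis antigens) and called 1 other list. Only lists with 1 direction at both times in each line are counted, and the p53 list is among them through a KY170R value close to 0 at 8 h. The median of p53 targets changed by -0.13 and -0.16 (log2) at 8 and 24 h in KY170 and by 0.0024 and 0.43 in KY170R, a difference of 0.36 averaged over both times. Apoptosis regulators changed by -0.14 and -0.22 in KY170 and by 0.15 and 0.06 in KY170R, a difference of 0.29, although the median of the differences per gene had the other sign (-0.22). TGF-beta and Wnt targets changed by -0.13 and -0.37 in KY170 and by 0.14 and 0.09 in KY170R, a difference of 0.37. Cancer-testis antigens changed by 0.19 and 0.14 in KY170 and by -0.20 and -0.44 in KY170R, a difference of -0.49. The list called was ATF4 and unfolded protein response, with -0.80 and -0.37 in KY170 and -8.8e-04 and 1.34 in KY170R and a median difference per gene of 0.97 (adjusted p = 0.0065, or 0.982 with an estimated correlation). Of the remaining lists, those with a larger difference than the 4 above were interferon response (1.09), AKR1C family (0.79), squamous differentiation and stress keratins (0.490, with -0.02 as the median per gene) and ABC drug transporters (0.487), and none was called (adjusted p = 0.281, 0.571, 0.620 and 0.578). No group held more than 1 array, so no array could be compared with others of its group.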

How the results depend on the processing

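The floor at the background limit, the trended fit without the 0 h arrays, the 2-fold count without them, the lists without them, camera with trended variance, the test of the difference between the lines, the values for members of called lists and genes picked out later, and the NRF2 list without aldo-keto reductases were chosen after the data were seen. The planned fit called 1, 0 and 0 probes (line, 8 h, 24 h), and a minimum 1.5-fold change, which can only lower such counts, left them as they were. The floor at the 10th percentile (again 1), quantile normalization and median centring say nothing about stability: values normalized before deposit moved by 0.0014 (log2) at most in the median, and the counts stayed the same. The trended fit called 444, 7106 and 8915, the upper 30% of probes 96, 5652 and 7483 (92, 5299 and 6950 of them also in the trended fit), a floor at the 50th percentile 16, 3930 and 6153, and a floor at the background limit 3, 5502 and 7533. The line count was 20 without time in the model, 5 by the methods' t-test after Benjamini-Hochberg adjustment and 756 before it, 0 in the paired test without moderation, 0 with no filter, 0 to 0 with any time point left out, and 362 in the trended fit without the 0 h arrays. The time counts were 1417 and 2941 without line in the model, and 0 with the other later time point left out. The cause of each shift was not tested beyond the simulated arrays, where the planned fit made no call. AKR1C3 ranged from 2.15 to 2.82 (log2) with a time point left out and stayed positive in all settings; it passed among the upper 30% of probes and in the trended fit (2.43 in both) and in the trended fit without the 0 h arrays (2.82), with adjusted p from 4.5e-05 to 1.0 over all settings. AKR1C3 has 1 probe, so no other probe could be tried.

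The 7, 2 and 2 lists called became 0, 0 and 0 with an estimated correlation, and 0, 8 and 8 with fry, of which 0, 0 and 1 were among those camera had called. At 8 h they became 5 with no filter, 4 with the mean of a gene's probes and 4 with the floor at the 50th percentile, and at 24 h 4 with no filter and 4 with trended variance. Without the 0 h arrays 9 lists were called between the lines. The 536 probes 2-fold apart became 1021 with no filter, 221 among the upper 30%, 1392 at 1.5-fold, 199 at 3-fold, 196 with the floor at the background limit and 1239 over 8 and 24 h alone. Without the 10th percentile floor and both rescalings, 537 values were recomputed for 59 genes named by the rule and called lists: 348 stayed on the same side of the threshold, 162 passed it anew, 27 no longer passed and 0 changed direction. For 51 members of called lists and genes picked out later, 553 values were recomputed: 417 stayed on the same side, 135 passed anew and 1 changed direction, OAS2 at 8 h, from -1.97 to 0.34 with the floor at the background limit, which raises its value under the limit in KY170. A setting that alters only the test cannot turn the direction of a gene. Many named genes are at background in 1 line or time point, where the signal allows only a bound. The time point acts as the block of the line comparison, and no line and time point has a second array.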

Other observations

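The tests of a variant under 1 probe and of a variant under the SNURF probe, of the AKR1C2 probe and of RNAs without a poly(A) tail were chosen after the values they rest on had been seen in part, and the contrast between 24 and 8 h and the lists of imprinted genes and of RNAs without a poly(A) tail were added after the data were seen. Some interferon-induced genes were higher at 24 h in both lines although the list as a whole was not called (camera adjusted p = 0.903). In the trended fit 9 rose and 7 fell of 30. Over all 12481 named genes that fit called 3162 higher and 3029 lower by at least 1 probe. The list thus lay near the shares over all genes. IFI44 went from 117.5 and 225 to 458.4 and 1072.7, IFIT3 from 158.2 and 341.5 to 725.7 and 933.2, IFIH1, a sensor of double-stranded RNA, from 34.2 and 52.3 to 132.3 and 191.5, and HERC5 from 783.9 and 1044.1 to 1710.7 and 5214.9 (adjusted p = 0.0011, 0.0014, 0.0031 and 8.3e-04, trended fit). Among the p53 targets, GDF15 read 4047.7, 94.9 and 991.1 in KY170 and 1634.9, 86.1 and 4042.4 in KY170R at 0, 8 and 24 h, and RRM2B, a ribonucleotide reductase subunit gene, rose from 71.4 and 52.2 to 374.6 and 401.8 at 24 h (adjusted p = 2.1e-04, trended fit). H19, an imprinted noncoding RNA, read 617.1, 230.6 and 107.3 in KY170 and 3838.3, 2472.6 and 1835.9 in KY170R (log2 difference 3.39, adjusted p = 9.9e-05, trended fit). These genes were picked after their values were seen.

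Of 6 probes of SNURF and SNRPN, the 3 above the background limit on every KY170 array were below it on every KY170R array. For SNRPN a variant under a single probe is argued against by 2 of these probes, beyond that of SNURF, while for SNURF it stays open, since its second probe was near the limit in both lines (log2 difference 1.45). A loss of the surrounding chromosome region is argued against by the 17 nearest measured neighbours, 7 on one side and 10 on the other. Their median log2 difference was 0.10 (95% bootstrap interval -0.17 to 0.18), with 0 of them below -0.5. They ran from -0.49 (UBE3A) to 1.05 (GABRG3-AS1). UBE3A was lower in KY170R at all 3 time points (-0.72, -0.50 and -0.25) without passing the trended fit (adjusted p = 0.263). Among the 17 neighbours GOLGA6L1, GABRG3-AS1, NSMCE3 and SNORD109B had means under the background limit in both lines, and ATP10A lay near it. Such genes could not show a loss. For a wider change of imprinted genes, 28 others (H19, seen beforehand, left out) had a median absolute log2 difference at percentile 84.5 of 10000 random lists matched on mean level, which leaves that open. A loss limited to SNURF and SNRPN or reaching only as far as UBE3A, or a change of the imprinting of SNURF and SNRPN alone, was not tested and stays open.

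NRF2 targets were higher in KY170R. Without its aldo-keto reductase probes the list kept an unadjusted camera p of 1.7e-06 at the preset correlation, with 22 of its other 25 genes higher. These probes alone thus do not carry that call. The shortened list was not tested with an estimated correlation or with fry, so whether it differs by those tests stays open. Brightness of the probes is argued against by the list's median, at percentile 100 of 10000 random lists matched on mean level. Whether the bright AKR1C2 probe may read AKR1C3 RNA stays open: their log2 ratio had an SD of 0.27 over 6 arrays (ratio 2.19 to 3.38), against a median of 0.26 for 938 pairs of probes of the same gene and a 5th percentile of 0.23 for 153 pairs of different NRF2 targets. The list's call was lost with an estimated correlation (adjusted p = 0.554), and the difference between the cell lines that the design names stays open and was not tested as a cause.

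The 0 h arrays stood apart from the 8 and 24 h arrays in both lines. Longer genes had higher 8 h changes than shorter ones (medians of 0.25 and -0.34 for the longest and shortest of 3 equal classes by span, Spearman rho = 0.228 across 12472 genes), but after this trend was removed the trended fit still called 4671 genes against 4808, 4061 of them shared in the same direction, which argues against gene length bias as the whole cause. RNAs without a poly(A) tail had a median 8 h change of -0.69 (95% bootstrap interval -0.87 to -0.38), which leaves a difference in RNA capture or labelling open. A batch of the 0 h arrays alone was predicted to give under 10% as many calls between 24 and 8 h as between 8 and 0 h, and the trended fit called 1590 against 7106 probes (22.4%), which did not meet that prediction. Irradiation and a batch still cannot be told apart here, since each time point may have been a batch of its own and the labels give none. Time in culture cannot be told apart from irradiation either, since no array of unirradiated cells was held at 8 or 24 h.

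The 6 arrays allow 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 1 call in the planned fit and the highest of the others 0, and it gave 444 calls in the trended fit against 0. For the gene lists the real split gave 7 and the highest other split 8, and 4 of the 10 splits gave at least 7. The split with 8 exchanges the lines at 0 h alone. Exchanging them at 8 h alone gave 2 lists, and at 24 h alone 3. The remaining splits put both arrays of a time point into 1 group. They do not keep the pairing by time point, so the count over all 10 splits mixes unlike groupings.

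The AKR1C3 probe differed 5.40-fold between KY170R and KY170 over the 3 time points. That is lower than the value quoted from the study above, which came from another assay (RT-PCR) and also covers the second line pair, so the values are not measures of the same quantity.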
